A study of Chlamydomonas reinhardtii with 4 samples. Its data were reported in "Construction and evaluation of a whole genome microarray of Chlamydomonas reinhardtii" (2011).

How the data were processed

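RNA of the Chlamydomonas reinhardtii wild-type strain cc3491, a unicellular green alga, was compared before and during growth in acetate medium without nitrogen. Each of the 4 arrays carried 2 dyes. The green channel (Cy3) held RNA taken at 0 h, before nitrogen was removed, and the red channel (Cy5) held RNA taken at 24, 48, 72 or 96 h. The dyes were not swapped. The series description states that biological replicates were pooled, so each time point was 1 array and no replicate check was possible within a time point. The 0 h RNA counted as 1 control sample, and its own spread is not covered by any test below. All 4 arrays lay on 1 slide and were scanned together, so slide and scan could not separate them.

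The deposited files held the scanner output of Agilent Feature Extraction 10.7.3.1. Per the file headers, the spot and background intensity of both channels was given as the median over pixels, together with processed intensity values from which background had been subtracted with spatial detrending and to which a linear and lowess dye normalization had been applied. Spots near background carried surrogate intensities in the processed values. The deposited log10 ratio of each spot was the processed Cy5 over the processed Cy3 intensity, and the authors' series table held the same log10 values. The flags for background, saturation and outliers were those of the deposited files. The study's methods describe a further lowess step and a Holm-Bonferroni correction, and the values after that step were not analysed here. Probes were designed on JGI 3.1 gene models, and each of 14557 models had 3 probes, here called slots 1, 2 and 3 after the number in the probe name. The study states that its first-generation probes gave smaller ratios, that many could cross-hybridize, and that it left them out. It describes them as a 3rd probe added per transcript. The probe names do not mark which slot holds them, and all slots were used here.

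The background was corrected with normexp (offset 50) on the median intensities, in R 4.3.3 with limma 3.58.1. The plan named mean intensities, which were not among the columns read, so medians took their place. The ratios were normalized within each array by loess (span 0.3, 4 iterations) over the non-control spots and expressed as log2 of starved over 0 h. Of 43801 non-control spots per array, 13 over all 4 arrays were flagged as outliers and left out, and 0 of these belonged to a probe that was kept. A probe was kept when it was well above background in Cy5 on all 4 arrays or in Cy3 on all 4 arrays. This kept 22132 probes of 10772 models. A model's value was the median of its kept probes. There were 3407 models with 1 kept probe, 3370 with 2 and 3995 with 3.

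The mean log2 ratio over the 4 time points was tested against 0 with limma (lmFit and eBayes, two-sided, 3 residual degrees of freedom per model) and adjusted by Benjamini-Hochberg over all tested models. A model was called at an adjusted p under 0.05 and a mean change of at least 2-fold. A linear trend over time, per 24 h, was tested in the same way with 2 residual degrees of freedom. The spread in both tests was that between time points, so a change that differed between time points counted as error in the first test. Changes of at least 2-fold at single time points were counted with no test. A fixed dye effect of a probe could not be separated from a change, since no array had swapped dyes. A probe that was not well above background, or that was saturated, on all arrays in a channel gave only a bound. For saturated probes bounds are written as "at least N-fold" and compare channel values after loess and Aquantile scaling, with the dim channel set to the lowest signal well above background where its own value was lower. They are open to dye bias. For named probes not well above background at 0 h this rule returned the fitted ratio or a value close to it, which is no bound. No fold is therefore printed as a bound for them. Log2 ratios of models and sets can include such probes, and a log2 ratio printed from such a probe is not a bound. A higher floor for these probes was tried after the data were seen and dropped, and no value from it is used. A probe saturated in both channels gave no fold.

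The main settings, the tests, the lists of models and the alternatives were fixed before the data were examined, except where stated. A nitrogen set, a photosynthesis set and further models came from the study's text and tables. In addition the 5 models with the largest mean increase and the 5 with the largest mean decrease were named, among called models with at least 2 kept probes that changed in the same direction on average and with the same direction on all 4 arrays. The 3 rising and 3 falling models with the largest slope among those called in the trend test were named too. The loci of GLN4, of a nitrate transporter, of its neighbour and of a citrate synthase were matched to models only after the data had been seen. The sets were tested with camera (preset correlation 0.01), with fry and camera with an estimated correlation beside it. Locus tags came from a RefSeq table of assembly version 5.5, through its older tags. It matched 12302 of the 14557 models and 9105 of the 10772 tested models (84.5%). Gene symbols are those of the study. Since the gene models and that assembly are of different builds, no coordinates are given.

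Data were simulated with the spread of the real 10772 models around a linear course over time. In these, 200 models changed 4-fold were recovered at 93.5% by the test of the mean, with 0% false calls. Linear change over time, which counts as error in that test, was left out of the simulated spread. Error shared by all arrays, from the 0 h RNA or the dyes, was not simulated either. Both rates can therefore be too favourable. A change of 1 log2 per 24 h in 200 models was recovered at 73.0% by the trend test, with 6.41% false calls. Loess recovered a log2 change of 2.002 where 2 had been simulated, in 333 spots. In 100 simulated sets of 12 models moved by 1 log2, camera called 100%, and it called 0% of 100 sets of unchanged models. The simulated models were independent of each other. In the real nitrogen and photosynthesis sets the estimated correlation was 0.16 and 0.26, so these rates do not carry over to them. Precision is limited by the number of arrays. On 6 probes that were spotted repeatedly, bright in both channels and unsaturated, the median SD of the log2 ratio between spots of an array was 0.10.

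The alternatives were 2 other background corrections, 4 other normalizations, 3 other filters on dim probes, leaving out saturated probes, 3 other summaries of probes, the Holm adjustment, a one-sample t-test in place of limma, no fold threshold, another contrast for the trend and leaving out each time point in turn. Chosen after seeing the data were leaving out probes saturated in both channels, a normexp offset of 1, slots 1 and 2 only, the deposited ratios of slot 1 alone, and the deposited ratios minus each array's spike-in intercept. GC content was not used as a check, since the probe sequences were held only in part.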

Results

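Transcript levels of C. reinhardtii cc3491 were followed on whole-genome arrays over 96 h without nitrogen. Each array compared RNA of starved cells at 24, 48, 72 or 96 h with RNA of the same strain at 0 h. There were 4 groups of 1 array each. Between 24595 and 26976 probes per array were well above background in at least 1 channel. In the 0 h channel this held for 17203 to 19070 probes, and in the starved channel for 24351 to 26902. Saturated spots numbered 439 to 483 at 0 h and 359 to 434 under starvation. After the filter 10772 models were tested, and 8319 of these had a probe well above background in both channels on all arrays. There were no replicates within a time point, and every SD below is the spread of the 4 time points. The median log2 ratio of all tested models lay between 0.04 and 0.06 on the 4 arrays.

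The first question was which transcripts changed on average over the starvation period. By limma with Benjamini-Hochberg adjustment, 374 models were called higher and 664 lower than at 0 h. Of the 1038 called models, 1025 had the same direction on all 4 arrays. An adjusted p under 0.05 at any fold was found for 3770 models. With the Holm adjustment, which the study's methods name, 65 models were higher and 134 lower. The choice of normalization moved the balance of the calls. The deposited log ratios gave 1032 higher and 959 lower models, and median centring gave 823 higher and 444 lower, so that 36.0% of the calls were higher in the main setting, 51.8% with the deposited ratios and 65.0% with median centring. These settings also moved the median of all models, to between 0.13 and 0.16 and to between 0.18 and 0.27 on the log2 scale, so every change below is relative to the bulk of transcripts on its array. Among the models called higher, 5 had no kept probe well above background at 0 h on any array. Among those called lower, 3 had no kept probe well above background under starvation.

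**Figure D1:**
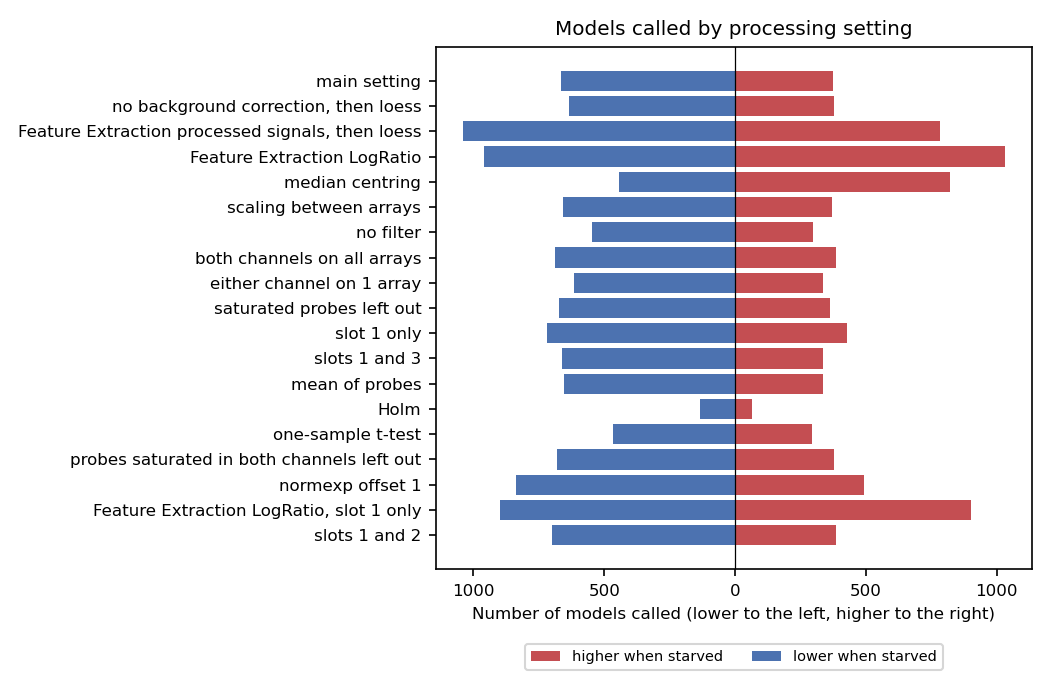
Number of models called higher (right, red) and lower (left, blue) under starvation, on a linear axis that starts at 0, for the main setting and for alternatives. The main setting gave 374 higher and 664 lower models, the Holm adjustment the fewest with 65 and 134, and median centring turned the balance to 823 higher and 444 lower.

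In the main setting the largest mean increase was that of GLN3, a glutamine synthetase (model 136895, locus CHLRE_12g530600v5), with a log2 ratio of 5.66 ± 0.24 (SD, n = 4 time points, limma adjusted p = 2.3e-05). It was followed by the ammonium transporter AMT4 (model 156131, CHLRE_13g569850v5) at 5.36 ± 0.28 and by NAR2 (model 184660, CHLRE_09g410900v5) at 4.98 ± 0.37. Model 192854, without a matched locus, reached 4.87 ± 0.33. Model 192090 (CHLRE_09g410850v5), the locus that the study names as a nitrate transporter, reached 4.85 ± 0.24. With the deposited ratios this model stood above GLN3, at 6.06 against 5.93, so the ranks depend on the setting. The largest mean decreases in the main setting were found for model 146308 (CHLRE_01g018184v5) at -5.46 ± 0.09, model 151619 (CHLRE_16g652000v5) at -5.45 ± 0.31, model 186495 (CHLRE_02g079450v5) at -4.98, model 183051 (CHLRE_12g510400v5) at -4.75 ± 0.36 and model 166317 (CHLRE_02g084450v5) at -4.72 ± 0.05. All 10 were called, with adjusted p-values by limma of at most 0.0029. Model 186495 stood at -2.74 at 72 h and at -5.68, -5.60 and -5.90 at 24, 48 and 96 h. The slot 3 probes of models 146308 and 183051 showed much smaller decreases, of -0.37 and -0.36.

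The study listed genes of nitrogen uptake and assimilation, which were compared as a set. Of 13 listed models 12 were on the array and tested, and 9 were called, all of them higher, although NIT2 changed sign when the spike-in intercepts were subtracted, at -0.12. Adjusted over the list alone, 10 were called. The list comes from the study's account of these same samples, which does not state how the genes were picked, so neither the count over the list alone nor the set tests are treated as independent evidence. The median log2 ratio of the 12 models, saturated GLN2 included, was 2.89 and the mean 3.14. The set was higher by camera (p = 7.8e-09), by fry (p = 2.1e-05) and by camera with an estimated correlation (p = 0.035).

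Nitrite reductase NII1 (model 192085, CHLRE_09g410750v5) was higher by 4.21 ± 0.28 on the log2 scale, and the ammonium transporter AMT1 (model 158745, CHLRE_03g159254v5) by 4.83 ± 0.21. The 3 probes of AMT1 differed, with 4.83, 5.37 and 2.60 in slots 1 to 3, and the slot 1 probe was saturated under starvation on 2 arrays. The nitrate reductase NIT1 (model 184661, CHLRE_09g410950v5) was higher by 3.05 ± 0.18. One of its 2 kept probes was not well above background at 0 h, while the other measured 3.03 on the log2 scale. The regulator NIT2 (model 205647) was higher by 1.34 ± 0.25 (limma adjusted p = 0.00096) and the model listed as NADH nitrate reductase (188890, CHLRE_06g303050v5) by 2.67 ± 0.55. Of the 3 probes of model 188890, 1 was not well above background at 0 h. For NSG13 (model 182971, CHLRE_07g328800v5), 2 of 3 probes were not well above background at 0 h, and the other probe measured 1.05 on the log2 scale. NAR1.2 (model 135648, CHLRE_06g309000v5) rose from 0.69 at 24 h to 4.82 at 96 h. Its probes in slots 2 and 3 were each well above background at 0 h on only 1 array. The slot 1 probe, well above background at 0 h on 4 arrays, rose from 1.75 to 6.79 and was saturated under starvation on 1 array. The size of the change at 24 h is therefore not settled. The model's mean of 2.25 ± 1.80 did not pass the threshold over all models (limma adjusted p = 0.055). It passed in 13 of 25 alternatives, among them the deposited ratios, at 3.67, median centring, at 2.55, and without the 96 h array, at 1.40.

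The 4 glutamine synthetases differed. Beside GLN3, GLN1 (model 133971, CHLRE_02g113200v5) was at 0.62 ± 0.31 (limma adjusted p = 0.018), under the fold threshold. It passed at 1.01 with median centring and was at -0.71 when the spike-in intercepts were subtracted. The 3 probes of GLN2 (model 129468, CHLRE_12g530650v5) were saturated in both channels on all arrays, so no fold can be given. The model that the study lists for GLN4 had no probe on the array. The locus that its text gives for GLN4, CHLRE_03g207250v5, matched model 147468, which was higher by 1.73 ± 0.09 and was called. With saturated probes left out this model was at 0.70 and no longer called, by a probe that was not well above background at 0 h.

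**Figure D2:**
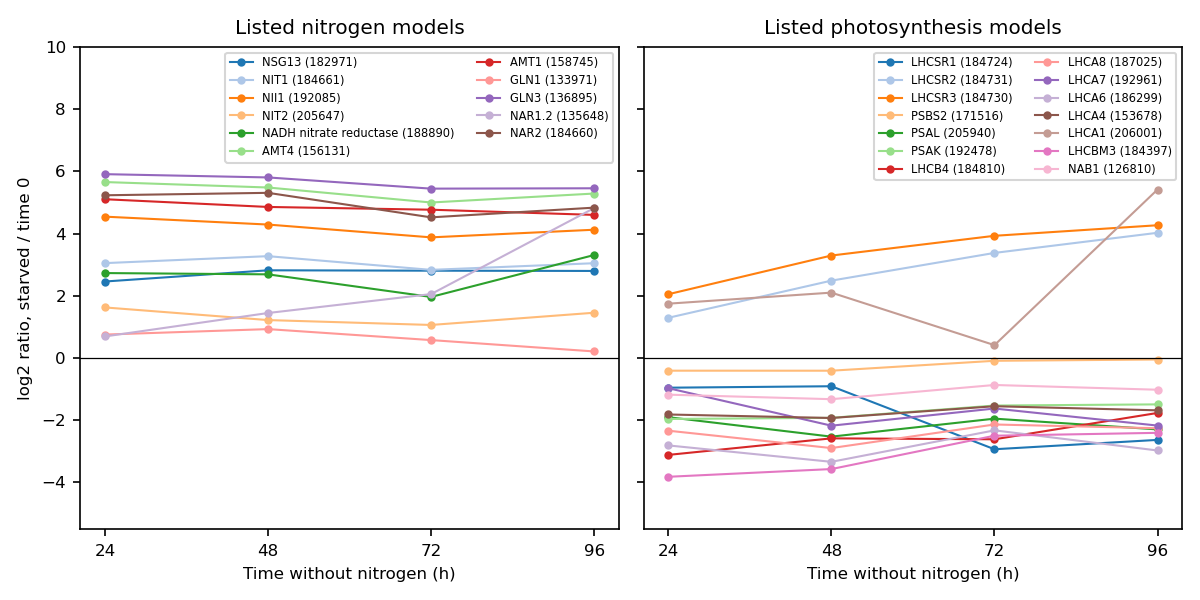
Log2 ratio of starved over 0 h RNA (y axis) against time without nitrogen in h (x axis) for the listed nitrogen models (left) and photosynthesis models (right), each line 1 model and each point 1 array with no error bar, GLN2 left out as saturated and LHCBM3 drawn although saturated at 0 h. GLN3 stayed between 5.45 and 5.91 and LHCSR2 rose from 1.29 to 4.03, while LHCSR1 fell from -0.95 to -2.63.

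The second list held genes of photosynthesis. Of 16 listed models 14 were tested, and 12 were called, 2 higher and 10 lower. Adjusted over the list alone, 13 were called, again on a list from the account of these samples, which limits the set tests too. With Holm over all models only 1 was called, and 12 were called with Holm adjusted over the list alone. The median log2 ratio was -1.74 and the mean -0.92. The set was lower by camera (p = 3.2e-05) and fry (p = 0.00095), but not by camera with an estimated correlation (p = 0.13).

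The models listed as light-harvesting proteins of photosystem I were lower, with log2 ratios of -2.41 ± 0.34 for LHCA8 (model 187025), -1.74 ± 0.57 for LHCA7 (192961), -2.86 ± 0.42 for LHCA6 (186299) and -1.74 ± 0.16 for LHCA4 (153678). For LHCA8, LHCA7 and LHCA6, 2 of 3 probes were saturated at 0 h on all arrays, so these ratios can understate the decrease. All 3 probes of the model listed as LHCBM3 (184397, CHLRE_16g673650v5) were saturated at 0 h on all arrays and on none under starvation. Averaged over the time points they gave decreases of at least 4.14-fold, 8.42-fold and 16.3-fold in slots 2, 1 and 3. These bounds are the fitted mean ratios, which a capped 0 h signal can only understate, apart from dye bias. On single arrays the ratio could be smaller, as in slot 2 at 72 h with -1.67 on the log2 scale. The study's tables give another symbol to this model and to 186299 elsewhere, so both are identified here by model. LHCB4 (184810) was lower by 2.52 ± 0.56 on the log2 scale, PSAL (205940) by 2.17 ± 0.30, PSAK (192478) by 1.73 ± 0.25 and the RNA-binding protein NAB1 (126810) by 1.10 ± 0.20. NAB1 dropped below the fold threshold with median centring, at -0.70, from slots 1 and 3, at -0.67, and by the mean of probes, at -0.92, and its slot 3 probe was at -0.24. PSAK did so from slot 1 alone, at -0.43, by a probe well above background under starvation on only 1 array. Its slot 2 probe, at -1.73, was saturated at 0 h on 3 arrays, and its slot 3 probe was at -2.37. PSBS2 (171516) was at -0.24 ± 0.20, and at 0.15 with median centring, and was not called. The model listed as both PSBX and PSBS1 and that of LHCBM9 had no probe that passed the filter and were not tested.

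The models of stress-related light-harvesting proteins went in both directions. LHCSR1 (model 184724, CHLRE_08g365900v5) was at -1.86 ± 1.08 (limma adjusted p = 0.023), with -0.95 at 24 h and -2.93 at 72 h. It was not called without the 96 h array, at -1.60, and its slot 3 probe was at -0.44. LHCSR3 (model 184730, CHLRE_08g367400v5) was at 3.39 ± 0.98 and LHCSR2 (model 184731, CHLRE_08g367500v5) at 2.80 ± 1.18. Both rose over time. With a one-sample test that does not pool the spread across models, neither LHCSR1 (adjusted p = 0.107) nor LHCSR2 (adjusted p = 0.0672) was called. Whether probes of either bind transcripts of the other was not tested, so their values are not treated as independent. The model listed as LHCA1 (206001, no matched locus) was at 1.75, 2.10, 0.41 and 5.42 at the successive time points. Its mean of 2.42 ± 2.13 did not pass the threshold (limma adjusted p = 0.070). It passed in 8 of 25 alternatives, among them the deposited ratios, at 2.97, median centring, at 2.84, and without the 72 h array, at 3.09.

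Among other listed models, GPD1 (146945) was higher by 3.46 ± 0.28 and ARG1 (191987) by 2.82 ± 0.14. GPD4 (96789) was not well above background at 0 h in any probe, so no fold is given. It was called from the deposited ratios, which use surrogate intensities for dim spots. With a normexp offset of 1, which uses no surrogates, it was called too, while in the main setting it was under the fold threshold. The model listed as GLD2 (182461) was higher by 4.32 ± 0.96. The models listed as RDP3 (185841) and PTB3 (183357) were lower, at -2.72 ± 0.83 and -3.93 ± 0.58. The probes of model 185841 disagreed, with -2.78 and -2.83 in slots 1 and 2 and 0.19 in slot 3, which was well above background in both channels on all arrays. Of 2 models listed as PSR1, model 196473 was higher and model 182560 lower at -2.10 ± 0.58. Of the 2 kept probes of model 196473, 1 measured 2.32 on the log2 scale, and the other was not well above background at 0 h. Of 2 models listed as PTB5, model 196465 rose from 0.06 at 24 h to 3.48 at 72 h without passing the threshold (limma adjusted p = 0.067). It passed in 8 of 24 alternatives, among them the deposited ratios, at 2.92, and without the 24 h array, at 2.42. Model 196438 was at 0.35 by its only kept probe. The other 2 probes of model 196438, which did not pass the filter, averaged 1.75 and 1.57. At 0 h they were well above background on 1 and 0 arrays. Without the filter the model was at 1.56 and was not called. The citrate synthase locus CHLRE_12g514750v5 (model 194915) was higher by 0.70 ± 0.17, under the fold threshold, at 1.10 with median centring and at -0.74 when the spike-in intercepts were subtracted. Isocitrate lyase ICL1 (191668) had 2 of 3 probes saturated in both channels, and the other probe measured -0.51. In CIS2 (24263) the probes of slots 1 and 3 disagreed, with -3.01 and -0.25. The slot 2 probe, at -0.04, was saturated at 0 h on 4 arrays and under starvation on 3, so its ratio was capped near 0. Without saturated probes CIS2 was called, at -1.63. CAH5 (192558) was at -0.33 ± 0.24, was not called, and was called at -1.43 from slot 1 alone.

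The next question was whether models responded early and stayed constant or responded late. On single arrays, 405, 485, 429 and 496 models were at least 2-fold higher at 24, 48, 72 and 96 h, and 814, 773, 780 and 877 at least 2-fold lower. No replicate stands behind these counts. Of the models called higher, 292 of 374 (78.1%) were past 2-fold at 24 h, and of those called lower 539 of 664 (81.2%). Only 11 (2.94%) of the higher and 38 (5.72%) of the lower models were under 0.5 on the log2 scale at 24 h. The mean over time favours models that were changed on every array, so late models are under-represented in these counts. A linear trend was called for 16 models by limma, 1 rising and 15 falling, with a smallest adjusted p of 0.044 and 1381 models at an unadjusted p under 0.05. The rising model 189872 (CHLRE_01g029000v5) gained 0.78 ± 0.05 (SE) per 24 h. The steepest falls were those of models 195434 and 195433, at -1.32 and -1.31 per 24 h, which had nearly identical profiles and no matched locus, and of model 144552 (CHLRE_12g505300v5) at -1.18. LHCSR2 gained 0.91 ± 0.08 (SE) per 24 h, which did not pass the threshold (limma adjusted p = 0.064). A fit with an array left out has fewer residual degrees of freedom than the 2 of the full fit, so calls can be lost to lower power alone. The trend count changed with the array left out. By limma it was 0 without the 24, 48 or 96 h array, with 411, 1058 and 1500 models at an unadjusted p under 0.05, and it was 193 without the 72 h array.

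Pearson's r between the log2 ratios of 2 arrays, across models, ranged from 0.73 for 24 and 72 h to 0.89 for 24 and 48 h. All arrays share the 0 h RNA, and simulated unchanged groups against a shared control gave a mean r of 0.50 in 20 draws, under the assumption that the control varied as much as a sample. The same direction on all 4 arrays was found for 5925 of 10772 models (55.0%), against 40.0% in the simulation. Models are not independent replicates.

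The last comparison was between the probes of each model. Across 5927 models the mean log2 ratios of slots 1 and 2 had a Pearson's r of 0.88 (Spearman's rho 0.83). For slots 1 and 3 r was 0.74 over 4923 models, and for slots 2 and 3 it was 0.74 over 4505. For models past 2-fold in slot 1, the slope of slot 2 on slot 1 was 0.82 and that of slot 3 on slot 1 was 0.57. Of 951 called models with at least 2 kept probes, 901 (94.7%) had all probes in the called direction. Among probes well above background in both channels, r rose to 0.91, 0.80 and 0.80 for the 3 pairs of slots.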

Values the study reported

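The study reported a signal above background for 25000 probes and an analysis of around 8000 transcript models. It reported around 200 genes with a 2-fold increase and approximately 300 with a 2-fold reduction under nitrogen starvation. Its average log2 ratios over the time points were 6.5 for GLN3, 5.1 for AMT4, 4.4 for NII1, 1.5 for NIT2, -2.4 for LHCSR1 and 3.8 for LHCSR3. It listed 2.4 for the model named RDP3, 3.8 for that named PTB3 and -3.2 for that named LHCA1.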

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

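The test of spike-in amounts and the subtraction of spike-in intercepts were chosen only after the result was seen.

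The arrays carried 10 spike-in probes, for transcripts added in set amounts to each labelling reaction, which enter no comparison above. By Feature Extraction's own fit of observed on expected spike-in ratios, the starved channel stood 1.71-fold, 2.29-fold, 4.64-fold and 4.22-fold above expectation at 24, 48, 72 and 96 h. This is a signal in data outside the main measurement. Relative to the median gene probe, all 9 spike-in probes that were above background and unsaturated were higher at 72 h than at 24 h, by a median of 1.40 on the log2 scale (0.93 to 1.79). Dye bias that follows brightness is argued against. After the gene probes' own curve was subtracted at the same brightness, the median change was 1.42 and the smallest 1.00. What stays open is how much spike-in went into each reaction. The changes of the 9 probes spread over 0.86 log2, and a single factor per array would come equally from more spike-in or from less amplifiable messenger RNA per unit of total RNA in starved cells. These cannot be told apart, because each array had 1 labelling reaction per dye. A candidate explanation of the biological kind is therefore a fall in messenger RNA content under starvation, untested here. It matters for direction. All values in the report are relative to the bulk of transcripts, and subtracting the spike-in intercepts would leave 118 models higher and 8200 lower.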

How the results depend on the processing

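The settings that left out probes saturated in both channels, changed the offset, used slots 1 and 2, used the deposited ratios of slot 1 or subtracted the spike-in intercepts were chosen only after the result was seen.

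No model called in the main setting was called with the opposite sign in any of the 25 alternatives to it. The number of calls, 1038, stayed within 1.5 times under no background correction, median centring, scaling between arrays, the 3 other filters, the other summaries of probes, the t-test, the smaller offset and each time point left out. It rose to 1823 (783 higher, 1040 lower) with the processed signals followed by loess and to 1991 (1032 higher) with the deposited log ratios, of which the series table gives the same 1991 and 1032. The deposited ratios of slot 1 gave 1803 (903 higher). Median centring gave 823 higher against 444 lower. It moved the median of all models to between 0.18 and 0.27, from at most 0.06. Of the 1038 models, 1032 were shared with the calls from the deposited ratios and 818 with those after median centring. The normexp offset draws ratios of dim probes towards 0, and with an offset of 1 there were 1332 calls. Holm left 199 (65 higher, 134 lower), and no fold threshold gave 3770 (2105 higher, 1665 lower), as their construction requires. Subtracting the spike-in intercepts gave 8318 (118 higher, 8200 lower). Each array then shifts as a whole. This brought 7 named models from above to below 0: NIT2 (model 205647) to -0.12, GLN1 to -0.71, citrate synthase (194915) to -0.74, model 196438 to -1.07, model 189872 to -0.34, and the saturated GLN2 and ICL1, both at 0.01 before, to -1.59 and -1.61. The unsaturated probe of ICL1 was already at -0.51.

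At single time points, the processed signals followed by loess gave 978, 961, 952 and 1149 higher models at 24, 48, 72 and 96 h, and 1166, 1189 and 1340 lower ones at 48, 72 and 96 h. The deposited ratios and the series table gave 1160, 1331, 1220 and 1445 higher models. Median centring gave 980, 852, 1003 and 934 higher models, and 456 and 504 lower ones at 24 and 72 h. No background correction, scaling between arrays, no filter and both channels stayed within 1.5 times, and the settings not named here were not run for these counts. The cause of these differences was not tested.

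The trend count of 16 fell to 8 with median centring, to 0 with scaling between arrays (1176 models at an unadjusted p under 0.05 by limma) and to 0 for late against early time points (1039 models). With a time point left out, and so with fewer residual degrees of freedom, it ranged from 0 to 193. At 0, the models at an unadjusted p under 0.05 by limma numbered 411 without 24 h, 1058 without 48 h and 1500 without 96 h. No trend call held in all of these settings.

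The number of called models, not always the same ones, was 7 to 11 in the nitrogen list and 10 to 14 in the photosynthesis list, except for 1 under Holm. With the spike-in intercepts subtracted the nitrogen list lost NIT2 and gained GLN2 as lower and NAR1.2 as higher. The photosynthesis list's camera p was 0.13 with an estimated correlation. Agreement between slots rose with probes above background in both channels, with r of 0.906, 0.796 and 0.799, and 96.4% of called models then had all probes in one direction.

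Of 38 named models that were called, 17 were called in the same direction in every setting they had a value in. Over all 38, 910 of 949 values had the main call and direction, 38 lost the call and 1 changed sign. The other 14 named models gained a call in the main direction in 69 of 343 values and in the opposite direction in 3, all with the spike-in intercepts subtracted. No paired analysis was possible because each group holds 1 array. Signal over background limits the low end: 3407 models rest on 1 probe.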

Other observations

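The tests of saturation, of brightness in slot 3, of position on the array, of the loess step and of a difference in the 72 h sample were chosen only after the result was seen.

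Saturation. Probes saturated in both channels on all arrays, 197 of them in 118 models, had ratios near 0, with a median size of 0.014 on the log2 scale. Both channels are capped there, so the ratio is fixed whatever the transcript did. In 80 of these models another probe was unsaturated, and there the median size was 0.47. In 9 of the 80 the unsaturated probe changed at least 2-fold, 3 higher and 6 lower. That share is below the 15.1% of 4749 other bright models that had a dimmer probe changed at least 2-fold. Changes hidden by saturation and an absence of change cannot be told apart, because no saturated ratio could show a change. The ratios near 0 of GLN2 and of the saturated probes of ICL1 are not read as unchanged levels. The 16 models with all kept probes saturated cannot be resolved in this way.

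The array at 72 h. At 72 h, 365 models departed at least 2-fold from the mean of 48 and 96 h, 258 of them higher, while 136 departed at 48 h from the mean of 24 and 72 h. Noise of single spots is argued against, since the departures of slot 1 and slot 2 probes correlated across 5927 models with r = 0.82, above all 10000 permutations. At 48 h r was 0.69. The loess step is argued against too. Median centring has no step that follows brightness, and departures after it correlated with those after loess with r = 0.991 across models. Of the 365 models, 340 (93.2%) were past 2-fold in the same direction in both. The deposited ratios, which carry a lowess step of their own, gave 733 departures at 72 h and 391 at 48 h. Whether the 365 departures reflect the 72 h culture, its RNA or its hybridisation cannot be told apart, because 1 array holds them all. A transient change at 72 h stays among the open explanations, untested. Leaving this array out, which was planned, raised the trend count to 193.

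Probe slots. Slot 3 probes showed smaller ratios than slot 1 probes of the same models. Among unsaturated probes past 2-fold in slot 1 the slope was 0.55 ± 0.02 (SE across models), and slot 3 probes were dimmer by a median of 1.73 log2. With probes matched within 1 log2 in brightness the slope was 0.871 ± 0.021, a rise of 0.316, and that of slot 2 on slot 1 was 0.953 ± 0.008. Lower brightness may thus be part of the cause but is argued against as the whole of it. Whether its probes bind other transcripts was not tested.

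Neighbouring loci. Across 5060 pairs of adjacent loci with tested models, the mean log2 ratios had a Pearson's r of 0.109 (Spearman's rho 0.06), and 0 of 10000 permuted orders reached it, the highest being 0.05. For loci 2 places apart r was 0.07 and for those 5 apart 0.02. Without loci changed over 8-fold it was 0.12. Position on the array is argued against as the cause: probes of adjacent loci lay no closer together (median distance 163 spots) than random pairs (158), and r was 0.118 over the 2598 pairs that lay farther apart than the median random pair. The relation is weak. Clustered regulation is a candidate explanation, as in the nitrate loci CHLRE_09g410750v5, CHLRE_09g410850v5, CHLRE_09g410900v5 and CHLRE_09g410950v5 with mean log2 ratios of 4.21, 4.85, 4.98 and 3.05. The locus among them, CHLRE_09g410800v5 (model 192088), was not well above background in any probe on any array and gives no value. Tandem copies or overlapping gene models that share transcripts stay open, untested. This nitrate cluster was picked after its values were seen.

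The number of models called was 374 higher and 664 lower. Both are higher than the values quoted from the study above. The study left out its first-generation probes, while all slots are in these counts. The study's text calls them a 3rd probe per transcript but ties them to no slot number. It points to a list of probe origins, which was held here only in part, so their slot stayed open. The planned setting of slots 1 and 3 was chosen because slot 2 can hold them. It gave 337 higher and 660 lower. Slots 1 and 2 only, a setting chosen after seeing the data, gave 388 higher and 699 lower. With Holm, the adjustment that the study names, they were 65 and 134. Both are then lower than the values quoted. The study describes significance tests on probes and a restriction to genes up-regulated at every time point. Models were tested here on their mean, without that restriction, so the counts are not like for like. The mean log2 ratio of the model listed as RDP3 was -2.72, that of PTB3 -3.93 and that of LHCA1 2.42. All 3 are opposite in sign to the values quoted from the study above. These 3 signs held in all settings tried. The other ratios quoted there, for GLN3, AMT4, NII1, NIT2, LHCSR1 and LHCSR3, had the same sign as the means found in the main setting. Which symbol belongs to which model was not settled. The slot 3 probe of the model listed as RDP3 was at 0.19. For LHCA1 the study's running text, unlike its listed value, gives an increase, which is the direction found here.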
